A study of Homo sapiens with 4 samples.

How the data were processed

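Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts and tags open DNA, in A375 cells, an established human melanoma cell line. Per the labels, cells received 1 mM octanoate, a medium-chain fatty acid, or its vehicle isopropanol for 48 h, with 2 libraries in each group and 4 in all. Groups and replicate numbers were taken from the sample titles.

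The authors deposited 1 table for the comparison of octanoate with vehicle, made with DESeq2 per its title, and it holds no value for a single library (0 columns per library). Per the file headers, its signal column is the mean normalized read count over the 4 libraries, scaled by the authors in a way the labels and headers do not state. The deposited log2 fold change is octanoate over vehicle, given with its standard error. The deposited score is the Wald statistic, and recomputing it as the log2 fold change divided by its standard error gave the same values to within 2.31e-14. The deposited p-value is the normal two-sided p of that score. The aligner, the peak caller, the merging of regions, any shift of reads for the Tn5 cut and the genome build are stated in neither the labels nor the headers.

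The deposited adjusted p-value was checked against Benjamini-Hochberg adjustment. It equalled that adjustment over the 11185 regions with a mean of at least 63.8 normalized reads, and it was listed as 1 in the other 114801 regions. These others were treated as not tested, never as an adjusted p of 1. The 11185 are called tested regions. As fixed before the data were examined, the deposited adjusted p under 0.05 was the main result of this kind of table, and no test of the groups was made from it. Standard errors of single regions are the authors'. Their p-values are the authors' as well, except those given as after centring or adjusted over a list alone. These exceptions were recomputed from the deposited log2 fold changes, standard errors and p-values. Adjustment over a list alone covered only its tested regions.

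Depth was recovered only in part. Multiplied by 4, each deposited mean was a whole number of millionths. Among the 40448 regions with a mean under 8, 100% were exact sums of whole reads times 4 fixed steps of 0.413329, 0.431424, 0.433678 and 0.51189 normalized reads, and 99.9% had 1 solution. Sums shifted by less than 0.001 had a solution in 5.86% of 5000 cases. Each step is the value of 1 read in 1 library after the authors' scaling, and the largest step was 1.24 times the smallest. This ratio equals that of the libraries' depths only if the authors scaled to depth, which is not stated. The lowest tested mean of 63.8 stood for 499 to 617 reads over the 4 libraries together. No step was assigned to a sample, because no label does so, and no group comparison was made from recovered reads. While the data were explored, 1 of the 3 ways to pair the steps was seen to give log2 ratios close to the deposited log2 fold changes, so the likely split was known; it was used for no result. The depth of each labelled library is therefore unknown here, and no counting intervals are given.

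Regions were given the coordinates of the table, counted from 1. Genes came from the RefSeq gene table of GRCh38.p14, used for protein-coding gene names and distances (20046 genes). The fit of builds was checked from the data: 11.7% of nuclear regions lay within 1 kb of a gene end, against 3.63% to 3.87% after gene ends were shifted by 50000 or 200000 bp. The ratio was between 2.56 and 4.45 in each of 23 chromosomes. A region was assigned to the gene it overlapped, the shortest if several, and otherwise to the nearest. Strand, exons and introns were not used here, so the planned promoter class, within 1 kb of a transcription start, became regions within 1 kb of either end of a protein-coding gene. This is a departure from the plan.

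The named regions followed a rule fixed before the data were examined: the 5 largest rises and 5 largest falls among regions past the threshold with a mean of at least the median of the tested regions, 1 per gene. Genes of the fixed lists past the threshold could also be named. The 5 gene lists, also fixed then, held melanocytic differentiation, undifferentiated melanoma, fatty acid oxidation and PPAR target, neuronal and housekeeping genes. Each list's median log2 fold change was placed among 10000 random lists of as many regions matched on mean signal in 20 bins, and added later among 2000 random lists of whole genes with similar numbers of regions. The 95% intervals of the gene-end and chromosome-end differences come from 500 bootstrap draws of the 23 chromosomes, and those in the plot by distance to the chromosome end from 500 draws of regions. Whether an alternative moved a list's median or the gene-end difference was judged by its 95% bootstrap interval over regions (2000 draws for lists, 500 for gene ends). None of these intervals describes spread between replicates. Odds ratios are from 2-by-2 tables of regions, which are not independent of their neighbours.

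Distances to a chromosome end were counted from position 1 and from the last listed region. The 5 Mb limit, the centring of fold changes and the recovery of reads were chosen after the data were seen. Alternatives covered the adjustment, filters, thresholds, chromosomes, centring, the distance to a gene end and the choice of regions per gene.

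The procedures were tested on simulated data. With 11185 regions, a shared offset of 0.2 and 200 changed regions, centring recovered an offset of 0.198 and called 98.5% of the changed regions. Of these calls 7.9% were unchanged regions, above the nominal share of 5%, against 49.1% without centring. The simulated changes had 1 fixed size, above the median log2 fold change of 0.77 among the deposited calls, with as many rises as falls. These results therefore do not carry over to smaller changes or to changes mostly in the same direction. Of 100 lists of single regions drawn at random from the deposited fold changes, 7.0% had a percentile under 5 or over 95. This does not check lists of whole genes, whose regions may move together. The step search recovered 4 of 4 made-up steps in both simulated sets of 5000 regions. The step search was corrected after the deposited means had been examined: an earlier form passed its simulation but returned wrong steps for those means, because it accepted sums with several solutions. Exactly 1 solution was then required, and the simulated set with close steps was added. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9 were used.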

Results

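Accessible chromatin was compared between A375 melanoma cells treated for 48 h with 1 mM octanoate and cells treated with vehicle, with 2 libraries in each group. The comparison asked which regions change in accessibility after a medium-chain fatty acid. The authors' deposited table listed 125986 regions, 125985 of them on nuclear chromosomes and 1 covering the mitochondrial genome. Regions had a median width of 437 bp, and the middle 50% of nuclear regions were 309 to 701 bp wide. The median of the mean normalized read count was 12.2, with quartiles of 6.80 and 26.3. The depth of each labelled library is unknown.

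In the authors' deposited table, 114 of 11185 tested regions had an adjusted p under 0.05 (DESeq2, Benjamini-Hochberg). All 114 were higher after octanoate and 0 were lower. At an unadjusted p under 0.05, 1657 tested regions were higher and 12 were lower in the authors' deposited table. The log2 fold changes of the 114 regions ranged from 0.36 to 1.73 with a median of 0.77, and 11 regions at least doubled, in the authors' deposited table. At the median standard error of the tested regions, 0.22, a log2 fold change of 0.42 was needed for an unadjusted p of 0.05.

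Most fold changes lay above 0. The median log2 fold change in the authors' deposited table was 0.19 over tested regions and 0.23 over all nuclear regions, and 85.7% of tested regions were above 0. From the 5th to the 95th percentile, tested regions in the authors' deposited table ran from -0.10 to 0.55. Changes are therefore also given relative to the tested median. After this median was subtracted from each fold change, 6 regions had an adjusted p under 0.05, 5 of them higher and 1 lower, which was 83.3% higher against 100% as deposited. This centring, chosen after the data were seen, and centring on the median of all regions, which left 5 regions, gave the lowest counts among the settings. An adjusted p under 0.1 gave the highest, 333. Of the 6 regions, 5 were among the 114. At an unadjusted p under 0.05, 354 centred regions were higher and 113 lower, 467 in all. By chance 559 would be reached if the statistics spread as a standard normal. The centred statistics spread less, at 0.889 (scaled median absolute deviation), so this comparison cannot say whether 467 exceeds chance. After centring and scaling to the statistics' own spread, 23 regions had an adjusted p under 0.05, 20 higher and 3 lower.

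**Figure D1:**
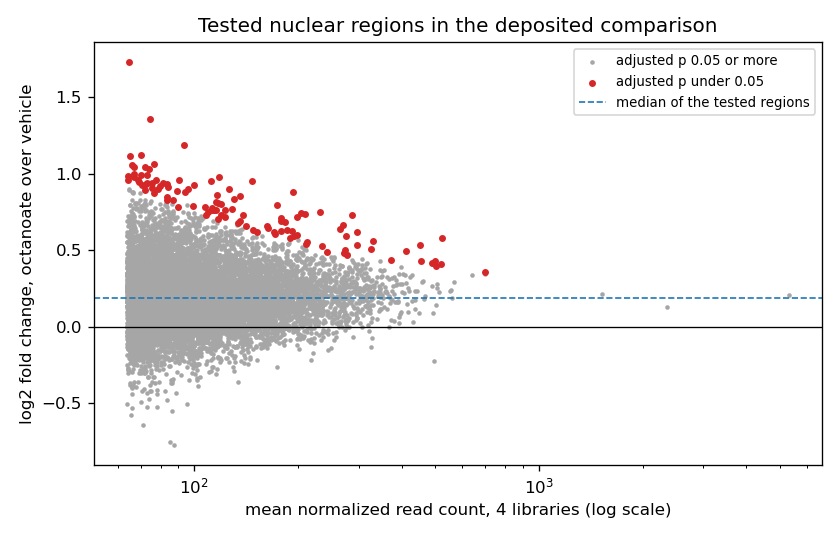
Each point is 1 tested nuclear region, with its mean normalized read count over 4 libraries on a log axis and its log2 fold change (octanoate over vehicle) in the authors' deposited table; red points have an adjusted p under 0.05. All 114 red points lie above 0, and the dashed line marks the tested median of 0.19.

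The rule for named regions gave 5 rises and 0 falls among the 74 regions past the threshold with a mean of at least 96.5. A region within the span of TRAPPC9 (chromosome 8, 140309269 to 140310512) rose by 0.98 (standard error 0.21, adjusted p 0.00139) on the log2 scale in the authors' deposited table. In the authors' deposited table, a region on chromosome 1 from 238408976 to 238409912, whose nearest protein-coding gene, ZP4, lay 518 kb away, rose by 0.95 (adjusted p 0.00235). A region within PTPRN2 (chromosome 7, 157564509 to 157565634) rose by 0.95 with a standard error of 0.18 and an adjusted p of 0.000154 in the authors' deposited table. The remaining pair in the authors' deposited table lay within C12orf42 (chromosome 12, 103560363 to 103561539, log2 fold change 0.92, adjusted p 0.00788) and 19.5 kb from IER5 (chromosome 1, 181112352 to 181113621, log2 fold change 0.90, adjusted p 0.00139). Relative to the tested median these 5 rises were 0.71 to 0.79, and the PTPRN2 region alone among them had an adjusted p under 0.05 after centring on that median (0.0342). Coordinates fit GRCh38, and whether a region lies in an exon or an intron was not analysed here.

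A pair of regions outside the rule was chosen after their values were seen. The smallest p in the authors' deposited table belonged to a region on chromosome 8 from 142191609 to 142193870, 18.2 kb from TSNARE1, with a log2 fold change of 1.73 (standard error 0.27, adjusted p 3.07e-06) and a mean of 64.6. Its adjusted p after centring was 0.000199. The region that was lower after centring lay within RGS20 (chromosome 8, 53904562 to 53906022), with a log2 fold change of -0.77 and an adjusted p of 0.0508 in the authors' deposited table, and 0.0342 after centring.

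**Figure D2:**
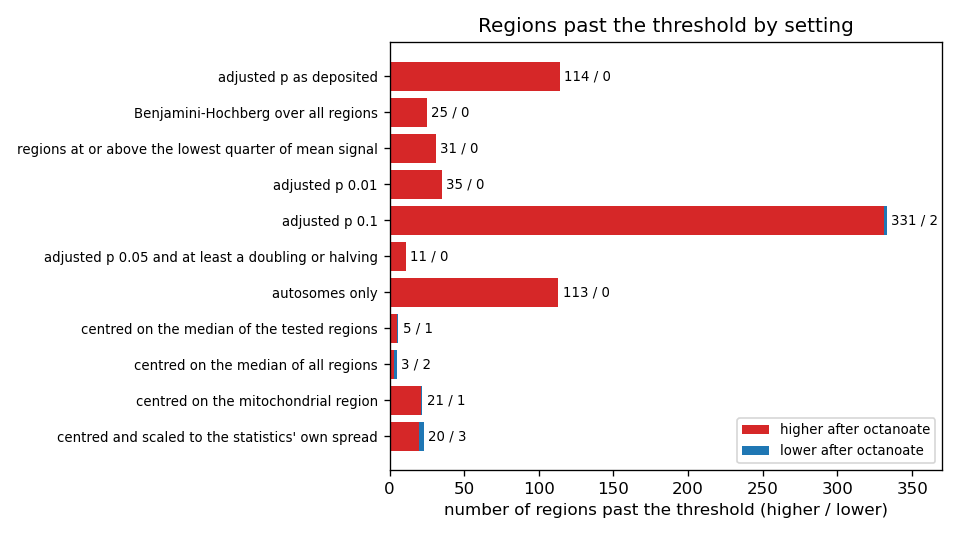
Bars give the number of regions with an adjusted p under the threshold in each setting, split into higher (red) and lower (blue) after octanoate; the numbers beside each bar are higher and lower. The count was 114 as deposited and 5 or 6 after centring on a median.

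Regions at gene ends were compared with the rest. In the authors' deposited table, the 14693 nuclear regions within 1 kb of a gene end had a median log2 fold change of 0.14, and the other 111292 had 0.25. The difference was -0.11, with a 95% interval of -0.12 to -0.10 over resampled chromosomes. It shrank most, to -0.085, when only tested regions were used. With 2 libraries in each group and no value per library, its spread between replicates was not measured. Of the 114 regions past the threshold 19.3% lay within 1 kb of a gene end, against 55.6% of 11184 tested nuclear regions (odds ratio 0.188).

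The 5 gene lists addressed gene signatures, and their medians are described within these libraries only. Melanocytic differentiation genes had 210 regions with a median log2 fold change of 0.15 in the authors' deposited table, at percentile 0.58 of random lists of matched single regions and at percentile 9.1 of random lists of whole genes. Relative to the median of all regions this list's value was -0.084. Undifferentiated melanoma genes had 255 regions with a median of 0.22 in the authors' deposited table (percentile 46.9 of single regions and 37.4 of whole genes). The median of the 121 regions of fatty acid oxidation and PPAR target genes was 0.17 in the authors' deposited table (percentile 10.6 of single regions and 22.8 of whole genes). It rested on 1 gene: PPARGC1A held 60 of these regions, and the median without it was 0.33. This gene was singled out after its values were seen. Neuronal genes had a median of 0.24 over 578 regions, and housekeeping genes 0.24 over 69 regions, in the authors' deposited table. Their percentiles were 63.9 and 73.2 of single regions, and 52.8 and 55.4 of whole genes.

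Few list regions passed the threshold. A region within EGFR, of the undifferentiated list, was the 1 region past it over all regions in the authors' deposited table (chromosome 7, 55132504 to 55134277, log2 fold change 0.70, standard error 0.19, adjusted p 0.0344). Adjusted over the list's 30 tested regions alone, its p was 0.00891, and after centring its adjusted p was 0.802. A region within OCA2, of the melanocytic list, had an adjusted p of 0.0758 in the authors' deposited table. Adjusted over that list's 12 tested regions alone, the p of the OCA2 region was 0.0184 (0.949 after centring). Adjusted over each list's tested regions alone, 0 regions of the remaining lists passed. These lists had 8 (fatty acid oxidation), 32 (neuronal) and 17 (housekeeping) tested regions. Unadjusted p-values in the authors' deposited table were counted over all regions of these lists, tested or not. Of these regions, 5 of 121 (fatty acid oxidation), 19 of 578 (neuronal) and 2 of 69 (housekeeping) had one under 0.05. Of the 19 neuronal regions 16 were higher, and all of those in the fatty acid oxidation and housekeeping lists were higher.

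**Figure D3:**
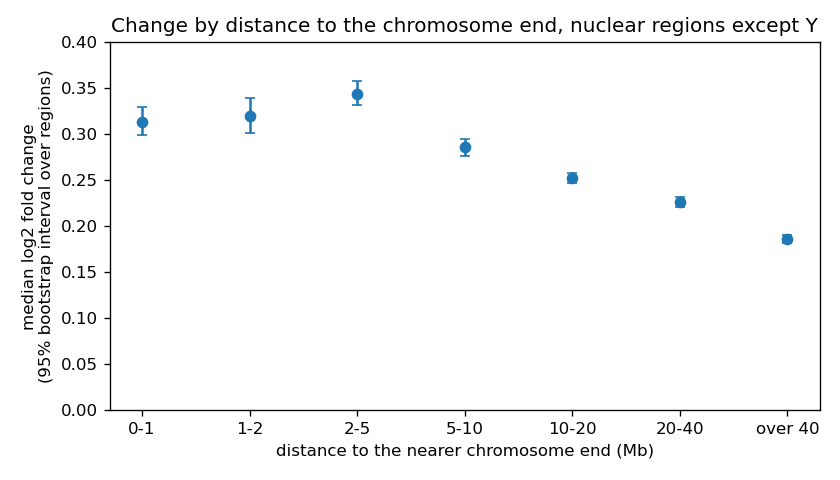
Points give the median log2 fold change (octanoate over vehicle, from the authors' deposited table) of all nuclear regions except chromosome Y by distance to the nearer chromosome end in Mb, with 95% bootstrap intervals over regions. The median was 0.34 at 2 to 5 Mb and 0.19 beyond 40 Mb.

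Fold changes also varied along chromosomes. In the authors' deposited table, the 10327 regions within 5 Mb of a chromosome end had a median log2 fold change of 0.33, and other regions had 0.22, a difference of 0.11 (95% interval 0.076 to 0.15 over resampled chromosomes). Of the 114 regions past the threshold 38.6% lay within this distance, against 8.99% of tested regions (odds ratio 6.60). After centring on the tested median, 90 tested regions within this distance and 264 elsewhere were higher at an unadjusted p under 0.05 (odds ratio 3.69). The 5 Mb limit was chosen after the data were seen.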

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

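Counts of regions past the threshold depended on the adjustment, the threshold and the centring. The deposited count of 114, all higher, became 25 when Benjamini-Hochberg covered all regions, 31 when it covered regions with a mean signal at or above its 25th percentile, 35 at an adjusted p of 0.01, and 11 when a doubling or halving was also required, again all higher. At an adjusted p of 0.1 it was 333, with 331 higher and 2 lower. Autosomes alone gave 113. The first pair adds weak regions to the adjustment, which by construction raises adjusted p.

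The next settings were chosen after the data were seen. Centring on the median of the tested regions gave 6 (5 higher, 1 lower), on the median of all regions 5 (3 higher, 2 lower), and on the mitochondrial region 22 (21 higher, 1 lower). Centring and scaling to the statistics' own spread gave 23 (20 higher, 3 lower). The 5 named regions stayed above 0 under each of the first 3 centrings. Each subtracts 1 constant smaller than their deposited rises, so this was bound to happen. An adjusted p under 0.05 was kept by 1 of the 5 named regions on the tested median, 0 on the median of all regions and 4 on the mitochondrial region.

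The gene-end difference of -0.11 kept its sign: -0.095 within 3 kb, -0.104 at or above the median mean signal, and, both added later, -0.085 in tested regions and -0.105 matched on mean signal.

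Relative to the median of all regions, the lists' medians were -0.084 (melanocytic), -0.0087 (undifferentiated), -0.055 (fatty acid oxidation), 0.012 (neuronal) and 0.013 (housekeeping), so 3 signs reversed because the subtracted median exceeded them. Within 1 kb of a gene end the medians were 0.31 (melanocytic), 0.13 (undifferentiated), 0.15 (neuronal) and 0.13 (housekeeping), and with the strongest region per gene the neuronal median was 0.17; the cause was not tested.

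No paired analysis was possible because the table has no value per library. For the same reason other scalings, count tests, pseudocounts and leaving out a replicate were not run. The reads recovered for regions with a mean under 8 were, by choice, not used for these, since no step was assigned to a sample. Correction for GC content was not run because no genome was used here, nor was the table's own annotation class, since none of its columns was used as one. The authors' adjusted p was the main result, not an alternative.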

Other observations

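All tests here were chosen after the result was seen, except that the tests at equal gene density and on random lists of whole genes were set down before their values were known. GC content was not tested, because no genome was used here.

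Every region past the threshold was higher, and the median log2 fold change lay above 0. A shift shared by all regions on the authors' scale may account for most calls, since 6 regions passed after the tested median was subtracted. Centring removes a technical offset and a true genome-wide rise alike, so it does not say which of these the shift was. A larger share of reads in open regions would raise strong regions most. The median log2 fold change of the top decile of mean count minus that of the bottom decile was -0.132. By signal per kb the median fell from 0.28 in the bottom decile to 0.21 in decile 5 and then rose to 0.23 in the top decile. The upper deciles by signal per kb thus go with this explanation and the lower ones against it, so it cannot be told apart from the others. The mitochondrial share of the summed signal implied by the authors' deposited table was 15.1% for vehicle and 14.1% for octanoate. This fall raises the nuclear share by 0.016 on the log2 scale, too little for a median of 0.19. Scaling to each library's total in the listed regions would make the summed signals equal, and their log2 ratio implied by the authors' deposited table was 0.197. A different scaling by the authors, and a true rise with octanoate, also stay open and were not tested.

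Regions at gene ends rose less than others. Their higher mean signal was argued against as the cause, since the difference at equal mean signal was -0.105, and gene-end regions had the lower median in 20 of 20 signal bins. A biological difference between gene ends and distal regions with octanoate stays open as a hypothesis, as does GC content.

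Regions near chromosome ends rose more than others, a pattern a reader may want to examine further. A change of a few chromosome arms was argued against, since 33 of 41 chromosome ends lay above the rest of their chromosome. The exceptions included the start of chromosome 19, at -0.029 against 0.24. Mean signal was argued against by a difference of 0.126 at equal mean signal, gene ends by 0.135 among regions over 1 kb from one (it was 0.074 among regions within 1 kb), and the number of genes nearby by 0.119 at equal gene density. Of 100 random sets of equally long stretches, 0 had a median as high, the highest being 0.25. Counting from the outermost listed region on both sides gave a difference of 0.11 as well. GC content and an effect of octanoate stay open.

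Called regions lay close to each other. Of the 114, 46 had another within 1 Mb, against a mean of 12.2 and a highest value of 29 in 1000 random draws from the tested regions, which argues against an even spread. Chromosome 1 held 28 of the 114, and 1628 of the 11185 tested regions. Whether the clustering followed from the calls near chromosome ends was not tested. Log2 fold changes of neighbouring tested regions correlated at 0.233, and those of all neighbouring nuclear regions at 0.081, across regions, which are not independent replicates. No biological explanation of the clustering was tested.

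The melanocytic list had a low median among random lists of single regions. Regions of 1 gene moving together could account for this, since the list was at percentile 9.1 among random lists of whole genes. Leaving out each gene in turn moved its median between 0.14 and 0.19. The same for fatty acid oxidation genes gave 0.16 to 0.33, the highest without PPARGC1A.

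The statistics of weak regions spread less than a standard normal, with an SD of 0.68 in the bottom decile of mean count and 0.97 in the top decile. The cause was not tested, and neither was a biological explanation.

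The deposited means had few decimals. Whole reads of 4 libraries, each multiplied by 1 factor, are a candidate explanation: 100% of low means had a whole-read solution, against 5.86% of shifted sums. No biological explanation applies to this arithmetic pattern, and none was tested.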
